A study of Mus musculus with 468 samples. Its data were reported in "Transcripts with high distal heritability mediate genetic effects on complex metabolic traits" (2025).

How the data were processed

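RNA was sequenced from the adipose tissue of 468 Diversity Outbred mice, an outbred stock descended from several inbred founder strains, kept on a high-fat, high-sugar diet with 45 percent fat. Each mouse gave 1 library, so the spread between libraries combines the differences between animals with the error of the assay and cannot be split further. Each library carries a mouse number, from 21 to 560, and a library number, from 219 to 701. All libraries form 1 group, because the labels give no sex, generation, body weight or batch. Genotypes, physiological traits and the other tissues of the study were not analysed here. No comparison between groups of mice was therefore made, and the questions put to the data concern how transcripts varied together among the mice.

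Per the methods of the study, a spike-in mix was added to the RNA, libraries were built from polyadenylated RNA with an mRNA HyperPrep kit, and paired reads came from an Illumina NovaSeq instrument. Read abundance was estimated by expectation maximization (EMASE, run by GBRS) after the reads of each pair had been aligned as single ends to a transcriptome that joins the founder strains. The reporting summary of the study lists versions of R packages, and the versions of EMASE and GBRS, the genome build and any use of strand are not given in the sources used here. The values the authors deposited as counts are expected counts per gene: 66.8% of them were whole within 1e-06, and the rest were fractional because reads shared by several transcripts are divided between them. A read pair can contribute a count from each of its ends. The study removed transcripts with less than 1 read in a large part of the samples, and in the deposited counts every gene had at least 1 count in a share of 0.5 of the libraries or more. The second table the authors deposited holds log2-scale values of the variance stabilizing transformation (VST) of DESeq2, from 5.31 to 25.3. The methods also describe removing batch with a mixed model that held sex and generation, and how much of that step is in the deposited VST values was measured by comparing both tables gene by gene. Gene positions came with the files in megabases. All 23180 gene identifiers were found in GENCODE M21 (GRCm38), and 99.2% of them had the same chromosome, start and end, so coordinates are given on GRCm38. No sample column was left unused.

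Division of shared reads by expectation maximization makes the counts of near-identical genes, pseudogenes and overlapping genes uncertain. Genes of the Y chromosome, Xist with its antisense partner Tsix, the ribosomal gene CT010467.1 with AY036118 and Gm42418, and processed pseudogenes such as Rpl17-ps10 belong to this class.

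Total expected counts ranged from 35.3 M to 138 M per library (median 82.0 M, SD 12.9 M). Genes were kept if they had at least 10 counts in at least 50% of the libraries, which left 18380 of 23180 genes. CPM values (counts scaled to a library total of 1000000) were computed from the unrounded expected counts, with the total count multiplied by the TMM factor of edgeR 4.0.16 (0.579 to 1.36). Log2 CPM used a prior count of 2. Expected counts were rounded to whole numbers for the edgeR and DESeq2 models. Some genes are not reported here. For the share of counts that 1 gene took in a single library, Wilson intervals at 95% were computed. These intervals, and the limit that 3 counts set where none were seen, cover counting error only, since reads copied by PCR are not independent molecules.

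Gene lists for cell types and pathways were written before the data were examined, from general knowledge: macrophages, T cells, B cells, adipocytes, adipocyte progenitors, endothelial cells, oxidative phosphorylation, the citric acid cycle, catabolism of branched-chain amino acids, thermogenesis, mitosis, genes encoded by mitochondrial DNA, cytosolic ribosome proteins, and 9 lists of tissues that lie next to adipose tissue or may enter a dissection (epididymis, seminal vesicle, ovary and oviduct, mammary epithelium, mesothelium, skeletal muscle, pancreas, liver and red blood cells). A score was the mean over the members of a list of the z-scored log2 CPM. Lists with fewer than 5 members past the filter got no score, which left out the epididymis, seminal vesicle, ovary, mammary and pancreas lists. The macrophage score was compared with the scores of the 12 other cell type and pathway lists and with the expression of Pparg and Lep, 14 comparisons in all, by Pearson's r and Spearman's rho, each with a two-sided permutation test of 100000 resamples and Benjamini-Hochberg adjustment over the 14. The smallest p this test can give is 1e-05. Each r was recomputed without the 2 libraries farthest from the median macrophage score and within 5 blocks of consecutive library numbers and 5 blocks of consecutive mouse numbers, with 93 or 94 libraries per block, as stand-ins for batches the labels do not name.

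Principal components were taken from the z-scored log2 CPM of the 18380 genes. The first component (PC1) was oriented so that the macrophage list had a positive mean, and the loading of a gene is its Pearson r with the PC1 score. The mean loading of each of 13 lists was set against 10000 random lists of the same size matched on mean expression (50 bins), with a two-sided empirical p, at least 0.0001, and Holm adjustment over the 13 lists. PC1 differs from the composite signature of the study, which was built with genotypes and traits. The SD of the PC1 share of variance came from 100 resamplings of the mice.

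Spread between mice was measured by the biological coefficient of variation (BCV), the square root of the tagwise dispersion of edgeR about an intercept. Association with library number and with mouse number was tested with both numbers in 1 quasi-likelihood model (glmQLFit and glmQLFTest of edgeR), with slopes as log2 change per 100 numbers and Benjamini-Hochberg adjusted p under 0.05. The analysis used R 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

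The scripts were tested on simulated data. In counts drawn from the real means, dispersions and library sizes with 200 of 18380 genes given a slope on library number, edgeR recovered 188 of the 200 with 8 false calls among 196, limma recovered 187 with 9 false calls, and DESeq2 recovered 191 with 10 false calls. In simulated expression with 200 genes tied to a hidden factor, PC1 followed that factor (r = 0.999), all 200 were among the highest loadings, and 6.5% of 200 unrelated genes had a permutation p under 0.05.

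Genes are named in the text by a rule fixed before the data were examined: Pparg, Lep, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty; the 5 genes with the highest and the 5 with the lowest BCV, and the 5 outside the macrophage list with the highest and the 5 with the lowest r with the macrophage score, each among genes with a mean of at least 10 CPM; the 3 genes with the lowest p for each number; the 3 genes with the largest mean; and the most abundant member of each list. Other genes are named only where the text says that they were chosen after their values were seen. The alternatives covered the normalization (DESeq2 size factors, VST values), the filter, the prior count, the score, covariates (Xist with Y chromosome genes, both numbers, total count with other-tissue scores, the adipocyte score), parts of the macrophage list, blocks of libraries, the scaling and choice of genes for PC1, the random lists, the tool (DESeq2, limma), the threshold, and the libraries (without the 10% with the lowest total count). Xist and the Y chromosome genes entered as continuous values, and no mouse was assigned a sex.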

Results

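Adipose tissue was collected from Diversity Outbred mice, in which genetic variation from several founder strains is shuffled so that almost every animal has its own genotype. All mice ate a high-fat, high-sugar diet. Transcript abundance was measured by RNA sequencing in 468 mice, with 1 library per mouse and no replicate libraries, so each SD below is over mice unless stated otherwise. The libraries formed a single group, and total expected counts ranged from 35.3 M to 138 M (median 82.0 M, SD 12.9 M). Of 23180 genes, 18380 passed the filter on low counts and 9508 had a mean of at least 10 CPM.

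The 3 genes with the largest mean abundance were Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879), mt-Co1 (ENSMUSG00000064351, mitochondrial genome, 5328 to 6872) and CT010467.1 (ENSMUSG00000106106, chromosome 17, 39846353 to 39848827), all on GRCm38. Scd1, a fatty acid desaturase, had a mean of 80372 ± 22348 CPM (SD, n = 468). The mitochondrial cytochrome oxidase gene mt-Co1, which overlaps the transfer RNA gene mt-Ts1 in the annotation, had 26176 ± 16112 CPM. CT010467.1 is annotated as ribosomal RNA and overlaps AY036118 and Gm42418, with which reads could be shared. Its mean was 20807 ± 27347 CPM, and its highest value was 491106 CPM after TMM scaling of the library total. It took a median of 1.82% of the counts but 28.4% in mouse DO405 (Wilson interval 28.44 to 28.46%) and 19.2% in mouse DO360 (19.22 to 19.24%).

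The deposited VST values were set against log2 CPM of the deposited counts to see what the normalization of the authors had changed. Across mice, the Pearson r of both values of a gene had a median of 0.996 over 18380 genes, with a 5th percentile of 0.964 and a lowest value of 0.856. In 23 genes r was below 0.9. The alternative that moved this median most was a VST recomputed with DESeq2 from the deposited counts, which gave 0.99997 with a lowest value of 0.945. The deposited VST values thus followed a plain transformation of the counts, and the expression values below are log2 CPM.

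Transcript abundance varied widely between genes in its spread over mice. The median BCV was 0.312 over the 18380 genes, with a 5th percentile of 0.103 and a 95th percentile of 1.15. The setting that moved the median most was the restriction to the 9508 genes with a mean of at least 10 CPM, which gave 0.187. Among these genes, Tox4 had the lowest BCV at 0.0584, with 55.3 ± 3.23 CPM. It was followed by Cnot2 (0.0611), Ankle2 (0.0615), 1110004F10Rik (0.0634) and Sf3b1 (0.0635). Tox4 overlaps Mettl3 and Rab2b, and Cnot2, Ankle2 and 1110004F10Rik also overlap other annotated genes, whereas none overlaps Sf3b1. The 5 highest BCVs all belonged to genes of the Y chromosome, namely Ddx3y (3.38), Eif2s3y (3.27), Gm37158 (3.21), Kdm5d (3.15) and Gm47283 (3.15). With library number, mouse number, Xist and the Y chromosome genes in the model, the BCV of Gm47283, which is not among the 4 genes behind that covariate, fell to 0.640.

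Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, overlapping Tsix and small annotated genes) and the Y chromosome genes split the libraries into separate clusters. Ddx3y (chromosome Y, 1260771 to 1286629), Eif2s3y (1010543 to 1028847), Kdm5d (897788 to 956786) and Uty (1096861 to 1245759) had no count in 227 libraries and counts in the other 241. All 11 genes of the Y chromosome in the files were exactly 0 in the same 227 libraries, without the low values that Xist showed in the other 241. In the shallowest library without them, 3 counts would correspond to 0.0639 CPM for the 4 genes. In the 241 libraries with Y chromosome counts, Xist ranged from 0 to 10.2 CPM with a median of 0.181. Of the 227 without, 225 had Xist between 307 and 946 CPM, and mice DO153 and DO347 had 3.67 and 6.02 CPM. The labels give no sex. For its adipose tissue the study lists 227 females and 241 males, the same numbers as the libraries without and with Y chromosome counts. No single mouse was assigned a sex here, and the clusters were used only to look at relations within each of them.

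**Figure D1:**
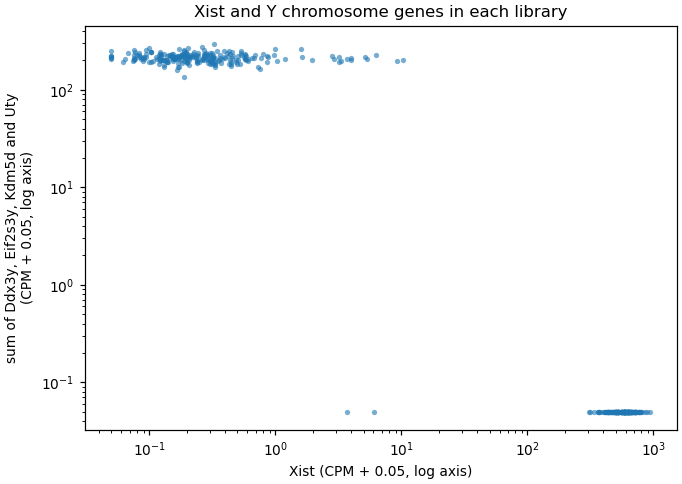
Each point is 1 of 468 libraries, with Xist on the horizontal axis and the sum of Ddx3y, Eif2s3y, Kdm5d and Uty on the vertical axis, both as CPM + 0.05 on log axes. The 241 libraries with Y chromosome counts lie at the upper left, 225 libraries at the lower right, and mice DO153 and DO347 at the bottom with low Xist.

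The study placed macrophage transcripts and mitochondrial pathways at the ends of its adipose signature of metabolic disease. Without traits or genotypes, the corresponding question is how these sets varied together among the mice. Members of a list mostly varied together, with median correlations between members from 0.274 for adipocyte progenitors to 0.956 for the citric acid cycle. The most abundant member was Lyz2 for macrophages (437 ± 313 CPM), Trac for T cells (5.16 ± 4.63), Cd22 for B cells (4.70 ± 4.53), Fabp4 for adipocytes (9527 ± 1852), Gsn for progenitors (5869 ± 1709) and Ptprb for endothelial cells (303 ± 65.1). Among 6 of the pathways it was Atp5b for oxidative phosphorylation (1631 ± 789.9 CPM), Aldh6a1 for catabolism of branched-chain amino acids (494 ± 194), Ucp1 for thermogenesis (315 ± 596), Mki67 for mitosis (20.01 ± 16.7), mt-Co1 for the mitochondrially encoded genes and Rpl4 for the cytosolic ribosome (377 ± 47.3). The T cell and B cell lists thus rest on genes of low abundance.

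Mice with a higher macrophage score had lower scores for fat cell metabolism. Pearson's r with the macrophage score was -0.844 for catabolism of branched-chain amino acids (rho = -0.845), -0.735 for oxidative phosphorylation (rho = -0.787), -0.723 for the citric acid cycle (rho = -0.774), -0.716 for the mitochondrially encoded genes (rho = -0.753), -0.705 for the adipocyte score (rho = -0.676) and -0.609 for the thermogenic score (rho = -0.630). It was positive for the mitosis score (r = 0.775, rho = 0.776) and the adipocyte progenitor score (r = 0.589, rho = 0.561), and weakly positive for the B cell score (r = 0.247, rho = 0.281) and the T cell score (r = 0.227, rho = 0.219). Among single genes, Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399, 144 ± 39.2 CPM) had r = -0.471 (rho = -0.499), and Lep (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877, 1438 ± 1171 CPM) had r = 0.653 (rho = 0.765). In each of these 12 comparisons both permutation p-values were 1e-05, the smallest that 100000 resamples can give, and 1.167e-05 after Benjamini-Hochberg adjustment over the 14 comparisons. Among alternatives over all mice, the one that moved a value in this family most was conditioning on the adipocyte score, under which r for Pparg was -0.0341.

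For neither the cytosolic ribosome score nor the endothelial score was a linear relation with the macrophage score detectable over all mice. For the ribosome score, r was 0.0406 (p = 0.38, adjusted p = 0.409) and rho was 0.0497 (p = 0.281). For the endothelial score, r was -0.0011 (p = 0.981), while rho was 0.172 (p = 0.0003, adjusted p = 0.000323). Given the adipocyte score, r was 0.239 for the endothelial score and -0.239 for the ribosome score, each with an adjusted p of 1.3e-05. Without the 2 libraries farthest from the median macrophage score, the other 12 relations kept their direction with p = 1e-05, and r was 0.0460 (p = 0.324) for the endothelial and 0.0185 (p = 0.691) for the ribosome score.

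**Figure D2:**
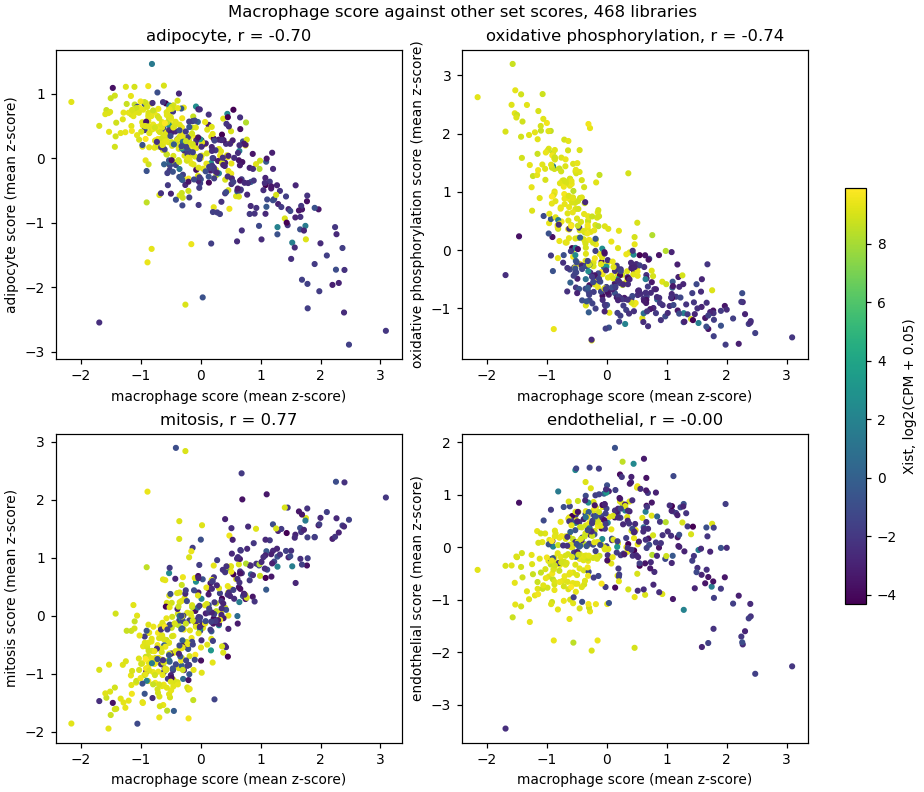
Each point is 1 of 468 libraries, with the macrophage score on the horizontal axis, another score on the vertical axis (both mean z-scores of log2 CPM) and Xist as colour on a log2 scale. The adipocyte and oxidative phosphorylation scores fall (r = -0.705 and -0.735), the mitosis score rises (r = 0.775), and the endothelial score has a Pearson r near 0 (r = -0.0011) but a positive rank correlation (rho = 0.172).

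Because the libraries fall into clusters by Xist and Y chromosome counts, each relation was also computed inside the clusters, a step added after the data were seen. Among the 227 libraries without and the 241 with Y chromosome counts, respectively, r was -0.788 and -0.791 for catabolism of branched-chain amino acids, -0.759 and -0.617 for oxidative phosphorylation, -0.764 and -0.576 for the citric acid cycle, -0.768 and -0.511 for the mitochondrially encoded genes, and -0.512 and -0.684 for the adipocyte score. It was 0.622 and 0.791 for mitosis, 0.637 and 0.718 for progenitors, 0.544 and 0.585 for Lep, and 0.337 and 0.201 for T cells. Each of these had a permutation p of 1e-05 except the last, with p = 0.00157. For Pparg, r was -0.457 (p = 1e-05) and -0.155 (p = 0.0165). The thermogenic relation had r = -0.711 (p = 1e-05) in the libraries without Y chromosome counts and was not detectable in the others (r = -0.0950, p = 0.144), and the B cell relation had 0.337 (p = 1e-05) and 0.0396 (p = 0.541). The endothelial score had r = 0.333 in the libraries without and -0.404 in those with Y chromosome counts (both p = 1e-05), which are opposite directions. The ribosome score had 0.119 (p = 0.0745) and 0.0822 (p = 0.204). Whether the values differ between the clusters was not tested.

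Blocks of consecutive numbers gave similar relations for most scores. Over the 5 blocks of library numbers, r ranged from -0.865 to -0.823 for catabolism of branched-chain amino acids, from -0.773 to -0.695 for oxidative phosphorylation, from -0.759 to -0.667 for adipocytes, from 0.668 to 0.852 for mitosis and from 0.482 to 0.637 for progenitors. The T cell r ranged from 0.133 to 0.383 and the B cell r from 0.179 to 0.314 over the blocks of library numbers, and from -0.0363 to 0.384 and from 0.0249 to 0.411 over the 5 blocks of mouse numbers. The endothelial and ribosome r changed sign between blocks in both orders.

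The genes outside the list that followed the macrophage score most closely were Nckap1l (ENSMUSG00000022488, chromosome 15, 103453794 to 103498810) with r = 0.976 and 55.5 ± 48.1 CPM, C3ar1 (r = 0.968), Fcgr3 (r = 0.965), Myo1f (r = 0.963) and Fcer1g (r = 0.962). At the other end were Slc25a23 (ENSMUSG00000046329, chromosome 17, 57043711 to 57059863, overlapping Crb3 and Gm17168) with r = -0.845 and 122 ± 41.6 CPM, Acadsb (r = -0.842), Maob (r = -0.834) and Fahd2a (r = -0.833). These genes were picked as the extremes among 9508 genes, each with a permutation p of 1e-05. Given Xist and the Y chromosome genes, r stayed between 0.948 and 0.967 for the upper 5 and between -0.778 and -0.763 for the lower 4.

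The first principal component held 19.3% ± 0.63 (SD over 100 resamplings of the mice) of the variance of the 18380 genes. Its share was moved most by removing Xist and the Y chromosome genes from the values first, which gave 14.4%. The score of PC1 had r = 0.869 with the macrophage score r = -0.719 with the adipocyte score and r = -0.663 with Xist, so PC1 in part followed the clusters, and it had r = 0.708 with the PC1 taken after Xist and the Y chromosome genes were removed. Its r with log10 total count was -0.0083, so PC1 did not follow depth. The study compared mean loadings of cell-type transcripts with random sets, and a related test was applied to PC1, with random sets that were also matched on expression. Mean loadings were positive for macrophages (0.747 ± 0.167, SD over 18 genes) and mitosis (0.733 ± 0.0621, 18 genes), and negative for oxidative phosphorylation (-0.905 ± 0.0454, 45 genes), the citric acid cycle (-0.892 ± 0.0442, 15 genes), catabolism of branched-chain amino acids (-0.865 ± 0.0690, 20 genes), the mitochondrially encoded genes (-0.760 ± 0.218, 13 genes) and thermogenesis (-0.707 ± 0.146, 12 genes). Each had a Holm-adjusted empirical p of 0.0013, the smallest that 10000 random sets allow over 13 lists. The alternative that moved a loading most was the removal of Xist and the Y chromosome genes, with -0.560 for thermogenesis. The adipocyte list had a mean loading of -0.486 ± 0.395 (Holm-adjusted p = 0.0222, and 0.0013 with random sets not matched on expression).

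Mean loadings of the other lists did not stand apart from random sets after adjustment. They were 0.319 ± 0.339 for adipocyte progenitors (Holm-adjusted p = 0.056), 0.309 ± 0.101 for B cells (0.199), 0.166 ± 0.112 for T cells (0.726), 0.132 ± 0.284 for endothelial cells (0.663) and 0.00025 ± 0.138 for the cytosolic ribosome (0.726). Members of one list vary together more than random genes do, so these p-values describe the lists against random genes and not against independent replicates.

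**Figure D3:**
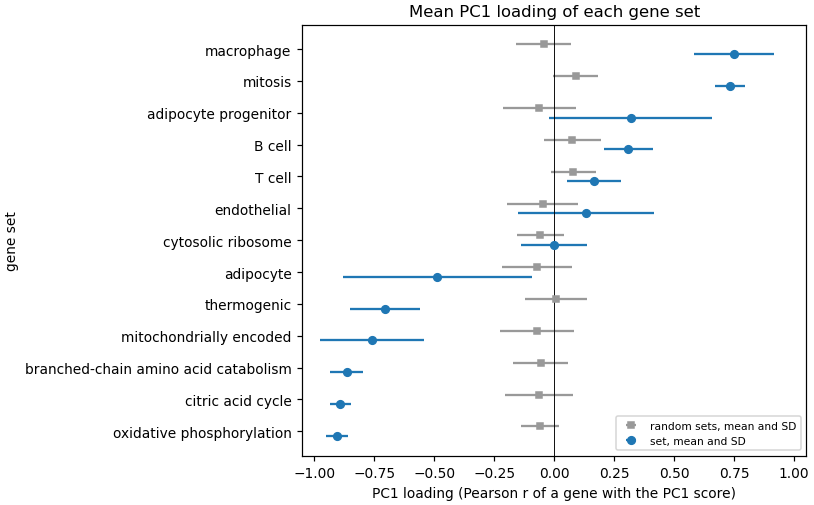
Mean PC1 loading of each list (blue, bars are the SD over its members) and of 10000 random lists matched on size and expression (grey, bars are the SD over random lists), where a loading is the Pearson r of a gene with the PC1 score. Macrophages (0.747) and mitosis (0.733) lie at the positive end and oxidative phosphorylation (-0.905) at the negative end, far from their random lists.

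The methods of the study describe removing batch effects with a model that held sex and generation. The labels give neither batch nor generation, so library number and mouse number were tested as the orders the labels do give. Both numbers were almost unrelated to each other (r = -0.0148). With edgeR, 49 of 18380 genes were associated with library number at an adjusted p under 0.05, 24 rising and 25 falling. The alternatives moved this count both ways, most upward by leaving out the filter, which gave 139, and most downward by limma on log2 CPM, which gave 0 (1017 genes at an unadjusted p under 0.05, against 1667 in edgeR), and DESeq2 gave 86. The genes with the lowest p had very high values in single libraries. Adam28 (ENSMUSG00000014725, chromosome 14, 68606027 to 68655842) rose by 0.98 ± 0.12 on the log2 scale per 100 libraries (SE, adjusted p = 3.94e-12), but it had 1079.6 CPM in mouse DO379 and a median of 0.171 CPM. Ceacam10 (ENSMUSG00000054169, chromosome 7, 24777206 to 24784657) had a slope of -2.48 ± 0.29 (adjusted p = 3.94e-12) with 17019 CPM in mouse DO283 and a median of 0.134 CPM. Tgm4 (ENSMUSG00000025787, chromosome 9, 123034726 to 123067561, overlapping Zdhhc3) had a slope of -1.60 ± 0.20 (adjusted p = 2.24e-11) with 1245 CPM in the same mouse and a median of 0.155 CPM. When the counts of each gene were capped at its 99th percentile, a step added after the data were seen, the slope of Adam28 was -0.0060 and that of Tgm4 was -0.058, neither past the threshold, whereas Ceacam10 kept a slope of -0.64 (adjusted p = 0.000139) and was among the 3 genes called. Without the tenth of libraries with the lowest total count, which include mouse DO283, both genes were still called. Ceacam10 had a slope of -1.004 (adjusted p = 3.79e-11) and Tgm4 of -0.48 (adjusted p = 4.89e-10), so that library alone did not decide these calls. Mouse DO288 had the next highest values, 610 CPM of Ceacam10 and 45.4 CPM of Tgm4, so a few other libraries may still carry them. Mice DO283 and DO288 also had the highest values of the seminal vesicle gene Svs5, named after its values were seen.

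Association with mouse number was far broader. With edgeR, 4364 of 18380 genes passed the threshold, 2149 rising and 2215 falling. The alternative that moved this count most put Xist and the Y chromosome genes in the model, which left 2095 genes, 726 rising and 1369 falling, of which 1361 were among the 4364. Limma on log2 CPM called 4353 genes, 3747 of them shared. Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051, 8.90 ± 14.3 CPM) rose by 0.65 ± 0.05 per 100 mice (SE, adjusted p = 6.53e-30), and Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273, 25.5 ± 26.1 CPM) rose by 0.45 ± 0.04 (adjusted p = 5.30e-28). Under the alternatives run, the slope of Fosb lay between 0.35 and 0.76 and that of Fos between 0.35 and 0.53. The lowest values are on the VST scale and the highest used ranks in place of mouse numbers, so these ends are in other units. Without those settings the slopes lay between 0.48 and 0.65 for Fosb and between 0.39 and 0.45 for Fos. Inha (ENSMUSG00000032968, chromosome 1, 75507077 to 75510366) fell by 0.69 ± 0.05 per 100 mice (adjusted p = 3.03e-28), a value set by mice DO069 and DO032 with 484 and 338 CPM against a median of 0.544 CPM. With capped counts its slope was -0.065 (adjusted p = 0.0375).

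**Figure D4:**
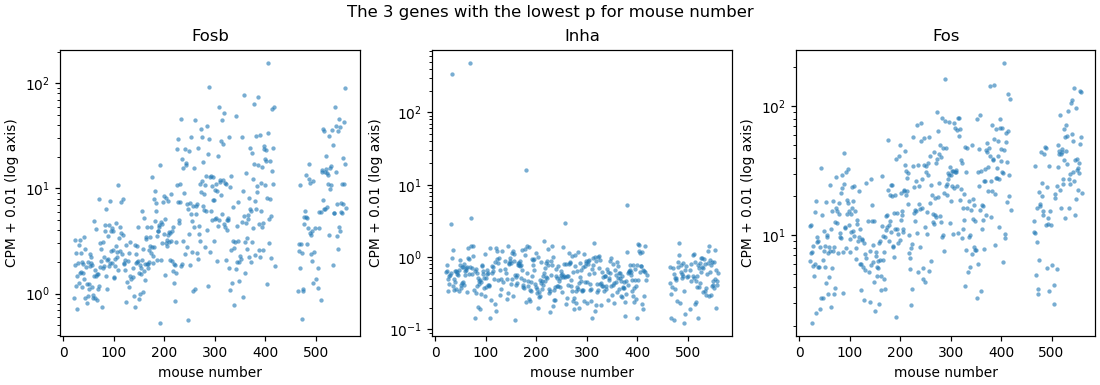
Each point is 1 of 468 libraries, with mouse number on the horizontal axis and CPM + 0.01 of Fosb, Inha and Fos on log vertical axes. Fosb and Fos have rising fitted slopes (0.65 and 0.45 per 100 mice on the log2 scale) but go up and down along the range, whereas the 2 highest Inha values, 484 and 338 CPM, belong to mice DO069 and DO032.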

Values the study reported

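The study used 482 mice and aimed at 30 M read pairs per library. In its adipose signature, the mean loading of macrophage-specific transcripts was above 0 with a Holm-adjusted empirical p below 2e-16. The corresponding p-values were 0.08 for adipocytes, 0.58 for progenitors and 0.28 for leukocytes.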

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

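The alternatives with capped counts and those within the clusters of libraries with and without Y chromosome counts were chosen after the results had been seen, and the rest were fixed before the data were examined. Of 223 alternative values for the 14 macrophage comparisons, 208 kept their direction and their side of the threshold, as did 93 of 98 for the mean loadings. For named genes, 156 of 170 values counted as unchanged, many of them under the looser rules given below. Of 39 counts of genes and single values, 27 stayed within their tolerance. That tolerance was a factor of 1.5 for a count and 1 SD for a value without a test, taken over resamplings for the PC1 share and over genes, which is wide, for the median BCV and the agreement of VST values. Mean CPM values of named genes had a tolerance of 1 SD over mice. The BCV of a named gene had the SD of BCV over all genes (0.360) as its tolerance, which a gene of low BCV could hardly exceed. Correlations of named genes with the macrophage score were judged by direction alone. The count for named genes is therefore weak evidence of stability. Every alternative left catabolism of branched-chain amino acids (r from -0.849 to -0.655), oxidative phosphorylation (-0.741 to -0.512), the citric acid cycle (-0.733 to -0.499), the mitochondrially encoded genes (-0.728 to -0.497), the adipocyte score (-0.734 to -0.598), mitosis (0.602 to 0.783), progenitors (0.479 to 0.693) and Lep (0.531 to 0.681) past the threshold. The thermogenic r ranged from -0.620 to -0.403, the latter being the mean over both clusters, and it was not past the threshold in the 241 libraries with Y chromosome counts alone (-0.0950, p = 0.144). For all of the following changes the cause was not tested unless stated.

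The endothelial r, -0.0011, was too close to 0 to have a stable sign. It was 0.0054 with DESeq2 size factors, 0.0016 without the filter, 0.0155 with the median over members, 0.0016 with the even members of the macrophage list and 0.0044 within blocks of library numbers. Given Xist and the Y chromosome genes it was -0.148 (adjusted p = 0.00157), and given the adipocyte score 0.239. The ribosome r, 0.0406, passed the threshold at 0.104 without the libraries of lowest total count, 0.0976 given Xist and the Y chromosome genes, 0.0961 given total count and the other-tissue scores and 0.1004 within the clusters, and it reversed to -0.239 given the adipocyte score. Under this last setting the T cell r weakened to 0.0847 (adjusted p = 0.0792), the B cell r to 0.0580 (0.230) and the Pparg r to -0.0341 (0.462). Pparg itself is not a member of the adipocyte list.

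With Xist and the Y chromosome genes removed, the mean PC1 loading of progenitors rose to 0.434 (Holm-adjusted p = 0.0018) and that of the ribosome to 0.136 (0.0264), and the endothelial loading reversed to -0.010 (0.604). Without the filter the ribosome loading was -0.0038 (0.671). With the 5000 most variable genes the loading of the mitochondrially encoded list was -0.668 but no longer past the threshold (0.162) against random lists drawn from those genes. The PC1 share of variance was 16.1% without the filter, 16.5% unscaled, 15.6% with those 5000 genes and 14.4% after removal of Xist and the Y chromosome genes.

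The 49 genes associated with library number became 139 without the filter, which tested 23180 genes, 26 without the libraries of lowest total count, 86 with DESeq2, 3 with capped counts, and 0 with limma on log2 CPM and 0 with limma on VST values (1017 and 947 at an unadjusted p under 0.05). Their split was 24 rising and 25 falling, against 48 and 91 without the filter and 22 and 4 without the shallowest libraries, which include mouse DO283. With Xist and the Y chromosome genes in the model 47 genes were called, 33 rising and 14 falling, and 30 of them were among the 49. The slope of Adam28 on library number reversed from 0.98 to -0.032 with limma on log2 CPM and to -0.0060 with capped counts, both of which limit the weight of mouse DO379. The 4364 genes associated with mouse number became 2095 with Xist and the Y chromosome genes in the model, split 726 to 1369 in place of 2149 to 2215, and 2107 at an adjusted p under 0.01. The other alternatives gave 4293 to 4738.

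Leaving out the 47 libraries with the lowest total count kept all 12 macrophage relations that passed the threshold past it, brought the ribosome relation past it, and left the median BCV at 0.309, whereas taking in all 23180 genes raised the median BCV from 0.312 to 0.421.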

Other observations

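The tests of masked Y chromosome counts, of a single X chromosome, of carry-over between mice and between libraries, of swapped barcodes at an equal share, of a lower share of adipocytes and of ovary RNA were chosen after the results had been seen, as was the capping of counts. The design has a single group, so no biological explanation was tested with groups in any paragraph of this part. The median total count was 82.0 M. That is higher than the target quoted from the study above, and each end of a read pair could give a count. The Holm-adjusted p of the mean PC1 loading was 0.0013 for macrophages. That is higher than the value quoted from the study above, and it is the smallest the random lists allow. The p was 0.0222 for adipocytes (0.0013 with random sets not matched on expression) and 0.056 for progenitors. Both are lower than the values quoted from the study above, where the loadings came from another signature and other gene lists.

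All 11 genes of the Y chromosome in the files were exactly 0 in the same 227 libraries and above 0 in the other 241, with no library in between. Xist did have low counts in the 241 libraries, with a median that was 0.0309% of that in the 227. If stray shares on Ddx3y, Eif2s3y, Kdm5d and Uty varied between libraries as those of Xist did, 19.5 of the 227 libraries would be expected at 0. This fits the hypothesis that the processing of the authors assigned no reads to the Y chromosome in those libraries, for example by aligning them to a transcriptome without it. It rests on the assumption that the low Xist counts are stray reads. If it holds, a reader who uses the deposited Y chromosome values to detect mixed samples would miss mixtures in those libraries.

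Mice DO153 and DO347 stood outside both clusters, with 3.67 and 6.02 CPM of Xist and no Y chromosome count. A Y chromosome hidden by the processing was tested with a ridge model that predicts log2 Xist from 17778 autosomal genes (r = 0.962 between predicted and measured values in held-out libraries, 10 folds). The prediction was 7.66 for DO153 and 9.44 for DO347, within the 5th to 95th percentile range of the other libraries without Y chromosome counts (6.62 to 10.4) and far above that of libraries with them (-3.36 to -0.42). This argues against a hidden Y chromosome, as far as autosomal expression reflects it. A candidate explanation is a single X chromosome, because genes that escape X inactivation would then be low. For Kdm6a, Eif2s3x, Ddx3x and Kdm5c, chosen for this test, 6 of the 8 values lay below all 225 other libraries without Y chromosome counts. Eif2s3x had 144 and 124 CPM in DO153 and DO347 against 163 to 302 CPM in those 225, and Kdm6a had 26.5 and 23.9 CPM against a median of 41.6. Xist was 3.67 and 6.02 CPM in these mice, against 307 CPM or more in those 225. This argues against loss of an X chromosome in only part of the cells, unless few cells kept both. A partial deletion and a wrong sample remain open, since genotypes were not analysed here. As quality control, the study compared genotypes reconstructed from the RNA between tissues and with the array genotypes of all mice. That check bears on a wrong sample but was not repeated here.

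Xist was not at a common background in the 241 libraries with Y chromosome counts. It was 10.2 CPM in mouse DO275, 9.18 in DO273 and 3.64 in DO274, which have adjacent numbers, and 6.27 and 5.24 CPM in DO174 and DO173, but also 5.11, 3.93 and 3.91 CPM in DO073, DO214 and DO071, which are not adjacent, while 6 libraries had 0. The ratio of the 90th to the 10th percentile was 18.5, which argues against swapped barcodes adding an equal share of reads to every library. Log2 Xist correlated between mice of adjacent number (r = 0.123, one-sided permutation p = 0.029, 228 pairs) and between libraries of adjacent number (r = 0.204, p = 0.0157, 116 pairs). These relations are weak, lie among libraries that are all low in Xist and would also follow from any shared effect of position. Carry-over needs a source, so log2 Xist was set against the number of high-Xist libraries at the adjacent numbers. The r was 0.149 (one-sided p = 0.017) for mouse numbers, where only 10 of the 241 libraries had such a neighbour, and 0.0226 (p = 0.363) for library numbers. Of the 12 highest Xist values, 2 lay next to such a mouse, a larger share than among all 241 libraries, but most did not. By library number, 9 of the 12 had such a neighbour, and 64 of the 241 libraries had none. The count by mouse number was given weight after both r values had been seen. Carry-over thus cannot be told apart from a low level of Xist expression.

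For library number, chance cannot be excluded. Of 60 orders, the real one included, 54 gave at least 49 genes in edgeR, and the permuted orders gave a median of 136 and from 15 to 2276. Single libraries with very high counts are a candidate explanation, since 26 of the 49 genes had over 20% of their CPM in 1 library and only 3 genes, Ceacam10, Rpl17-ps10 and Gm20186, were called once counts were capped at the 99th percentile. Rpl17-ps10 and Gm20186 were named after their values were seen, and as a pseudogene Rpl17-ps10 could share reads with its parent gene. Capping kept the slope of Rpl17-ps10 at 0.53 per 100 libraries (adjusted p = 1.54e-08). A count model with a numeric covariate may thus call genes on the strength of a few mice, although it gave few false calls on simulated counts without such mice.

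For mouse number, chance can be excluded, since only 1 of 60 orders, the real one, gave 4364 genes and the permuted orders gave at most 604. Capping left 4383 genes, 3996 of them the same, so single libraries are not the cause. Generation, season and batches of collection may all run along mouse number, and the labels do not separate them. The methods of the study give a single age at harvest. The mix of the clusters also changed along it, as log2 Xist had r = -0.209 with mouse number, and 1361 of the 4364 genes were still called with Xist and the Y chromosome genes in the model.

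Part of this trend was in the genes of the immediate early response, which rise within minutes in disturbed tissue. Fosb, Fos and, named after its values were seen, Egr1 (slope 0.38 per 100 mice, adjusted p = 2.20e-23) were among the genes called. A list of 24 further immediate early genes, written without those already seen, was then tested. All 24 rose, 17 of them past the threshold. Their mean slope was 0.072 per 100 mice against 0.0022 ± 0.0088 (SD) in matched random lists, the 100th percentile. If members of this list vary together more than random genes do, random lists understate the chance spread of its mean. The percentiles here thus describe the list against random genes only. The rise was not explained by an uneven number of libraries with high Xist, because with Xist and the Y chromosome genes in the model the mean slope was 0.056, again above the random lists, and 21 of 24 rose. Along library number the mean slope was 0.012, also high among random lists (percentile 99.4) but with 1 gene past the threshold. A change in the handling of the tissue along the order of mice, such as a longer time to freezing, is consistent with these slopes. It was not tested against a biological change in the same direction, and genes of this response may need care when mice from different parts of the range are compared.

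Cwc22, named after its values were seen (ENSMUSG00000027014, chromosome 2, 77881159 to 77946375, overlapping Gm13727), fell with mouse number by 0.55 ± 0.06 per 100 mice (SE, adjusted p = 1.45e-16) and by 0.55 with capped counts. The fall was not a shift of all mice. Its median was 23.2 CPM with a 10th to 90th percentile range of 19.8 to 31.2, but 35 libraries exceeded 116 CPM, which is 5 times the median, and the highest had 949 CPM. From the lowest to the highest mouse numbers, the 5 blocks held 12, 12, 9, 2 and 0 of these libraries. An effect on the whole region is argued against by the 5 other genes within 1 Mb, of which 0 were called and whose median absolute slope lay at percentile 39.58 of random groups, although 5 genes are few. What remains open is a change of the gene itself, such as extra copies of a founder allele that became rarer over the generations, which could be looked up in the genotypes of the 35 mice.

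CT010467.1 varied between 2504 and 491106 CPM. If RNA without poly(A) tails had been carried through, histone mRNAs without tails should rise with it. Given the mitosis score, the partial r of its log2 share with a histone list (20 of 32 genes tested) was 0.0218 (p = 0.638), and mice DO405 and DO360, with 28.4% and 19.2% of their counts in this gene, ranked 364 and 236 of 468 for the histone score, which argues against this. A link to low depth cannot be told apart from the effect of those libraries. The Pearson r with log10 total count was -0.105 (p = 0.0224), but Spearman's rho was -0.0717 (p = 0.12) and r without both libraries was -0.0628, so the relation rests on them. The rank correlation was given weight in this reading after both values had been seen.

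If a lower share of adipocytes alone raised the macrophage score, the scores of all other cell types should rise with it. The r of the progenitor score with the macrophage score was higher than that of the endothelial score by 0.590 ± 0.0749 (bootstrap SD, 1000 resamples). This difference does not decide the question, because r also depends on how much each score varies for other reasons. The endothelial r had opposite signs inside the clusters, 0.333 in the 227 libraries without and -0.404 in the 241 with Y chromosome counts (both permutation p = 1e-05). The negative value argues against a lower share of adipocytes as the whole cause in those 241 libraries. Changes in the number of macrophages or in expression per cell stay open.

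Transcripts of other tissues were high in some libraries. All 12 listed skeletal muscle genes were highest in mouse DO164, with Acta1 at 1144 CPM against a median of 27.1. All 5 pancreas genes in the files were highest in mouse DO528 and next highest in mouse DO331 (Cpa1 at 101 and 76.1 CPM), and 10 of 12 liver genes in mouse DO501, with Alb at 4980 CPM against a median of 23.6. Of 7 red blood cell genes, 4 were highest in mouse DO250, with Hba-a2 at 3761 CPM, close to the 3396 CPM in mouse DO309. The 10 mesothelium genes were expressed in most mice, with a median of 83.1 CPM for Upk3b and 284 CPM in mouse DO064. Of 4 mammary genes, Trf had a median of 1345 CPM, so these libraries express it widely. Of 3 epididymis genes, 2 were highest in mouse DO379, which is also the mouse with the high Adam28, with Rnase10 at 1709 CPM, and Spink8 was highest in mouse DO181 (215 CPM). The seminal vesicle gene Svs5 took 19.7% of the counts (Wilson interval 19.65 to 19.68%) of mouse DO283, the library with the lowest total count, and 0.611% in mouse DO288, against a median of 2.28e-06%. These genes were named after their values were seen. The 4 scored lists (mesothelium, skeletal muscle, liver and red blood cells) entered the covariates, and the macrophage relations past the threshold held with them.

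Among the ovary and oviduct genes, Inha, Amh and Gdf9 had their highest values in mice DO032 and DO069, with 338 and 484 CPM for Inha. RNA of another tissue in the library could explain this, and Cyp11a1, named after its values were seen, also reached 824 CPM in DO069 against a median of 0.270. Of the 4 listed genes in the files, 3 had both highest values there and the oviduct gene Ovgp1 was highest in mouse DO486, but the genes had been seen before the test. The study took its visceral adipose tissue from the gonadal fat pad, a fact that bears on this explanation. With genes that had been seen first, the test still cannot tell it apart from another cause such as expression in these mice. These libraries were also the most alike pair after each gene was z-scored (r = 0.834 across genes, second highest pair 0.743). Their counts differed far beyond sampling noise (chi-square of 192 per degree of freedom), so they were not the same library.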
